# Tumor necrosis factor α-induced adipose-related protein expression in experimental arthritis and in rheumatoid arthritis

**DOI:** 10.1186/ar2779

**Published:** 2009-08-06

**Authors:** Asuka Inoue, Isao Matsumoto, Yoko Tanaka, Keiichi Iwanami, Akihiro Kanamori, Naoyuki Ochiai, Daisuke Goto, Satoshi Ito, Takayuki Sumida

## Abstract

**Introduction:**

Tumor necrosis factor-alpha (TNFα) plays a pivotal role in rheumatoid arthritis (RA); however, the mechanism of action of TNFα antagonists in RA is poorly defined. Immunization of DBA/1 mice with glucose-6-phosphate isomerase (GPI) induces severe acute arthritis. This arthritis can be controlled by TNFα antagonists, suggesting similar etiology to RA. In this study, we explored TNFα-related mechanisms of arthritis.

**Methods:**

First, we performed GeneChip analysis using splenocytes of mice with GPI-induced arthritis. Expression of TNFα-induced adipose-related protein (TIARP) mRNA and protein in spleens, joints and lymph nodes was evaluated, and fluctuation of TIARP mRNA was analyzed after administration of anti-TNFα monoclonal antibody (mAb). Localization of TIARP in spleen and joints was also explored. Six-transmembrane epithelial antigen of the prostate (STEAP) families of proteins, the human ortholog of TIARP gene, were also evaluated in human peripheral blood mononucleocytes and synovium.

**Results:**

Among the arrayed TNFα-related genes, the expression of TIARP mRNA was the highest (more than 20 times the control). TIARP mRNA was detected specifically in joints and spleens of arthritic mice, and their levels in the synovia correlated with severity of joint swelling. Treatment with anti-TNF mAb significantly reduced TIARP mRNA expression in splenocytes. Among the splenocytes, CD11b^+ ^cells were the main source of TIARP mRNA. Immunohistochemistry showed that TIARP protein was mainly localized in hyperplastic synovium. Among the STEAP family of proteins, STEAP4 was highly upregulated in joints of patients with RA and especially co-localized with CD68^+ ^macrophages.

**Conclusions:**

The results shed light on the new mechanism of action of TNFα antagonists in autoimmune arthritis, suggesting that TIARP plays an important role in inflammatory arthritis, through the regulation of inflammatory cytokines.

## Introduction

Rheumatoid arthritis (RA) is a chronic inflammatory disorder with a variable disease outcome and is characterized by inflammation of multiple joints. The prognosis of RA patients has improved significantly in recent years after the introduction of tumor necrosis factor-alpha (TNFα)-based therapy [1]. Despite the wide use of these biologics, their precise mechanisms of action in RA remain unclear.

Several animal models of RA have been described; however, the therapeutic benefits of TNF antagonists have been confirmed in only a few of these models. Schubert and colleagues [2] reported that continuous injections of human TNF receptor (TNFR) p75-IgG-Fc fusion protein (Etanercept) from days 0 to 9 completely protected against the development of arthritis in glucose-6-phosphate isomerase (GPI)-induced arthritis. In this regard, we recently demonstrated a clear therapeutic effect of anti-TNF monoclonal antibody (mAb) in mice with GPI-induced arthritis, and the therapeutic response correlated with the *in vitro *regulation of TNF production [3]. We also identified that anti-interleukin-6 (IL-6) receptor mAb blocks the development of GPI-induced arthritis [3,4]. These results indicate that the GPI-induced arthritis model is suitable for studying the mechanisms of action of TNFα antagonists as well as IL-6 antagonists in RA patients.

Using such a TNFα-dependent arthritis model, we investigated TNFα-related molecules by GeneChip analysis. The expression of TNFα-induced adipose-related protein (TIARP) was the highest in GeneChip study. TIARP was identified as a transmembrane protein that is highly regulated by TNFα in adipocytes [5]. Not only TNFα but also IL-6 regulated the expression of TIARP [6], suggesting the involvement of the inflammatory cascade in RA. To our knowledge, however, no information on its role in arthritis or its localization in joints has been published.

To explore the role of TIARP in arthritis, we conducted the present study in GPI-induced arthritis. TIARP mRNA and proteins were upregulated in joints and spleens in mice with GPI-induced arthritis. Administration of anti-TNFα mAb reduced TIARP mRNA in splenocytes. In arthritic mice, TIARP mRNA was expressed mainly in CD11b^+ ^cells in the spleen, and TIARP mRNA level was increased in the joints (accompanied by joint swelling), especially in hyperplastic synovium. Overexpression of the human TIARP counterpart, such as six-transmembrane epithelial antigen of the prostate-4 (STEAP4), was noted in the synovia of patients with RA. The results provide the first characterization of the role of TIARP in inflammatory arthritis.

## Materials and methods

### Glucose-6-phosphate isomerase-induced arthritis

Male DBA/1 mice (6 to 8 weeks old) were obtained from Charles River Laboratories (Yokohama, Japan). Recombinant human GPI was prepared as described previously [7]. Mice were immunized by intradermal injection of 300 μg of recombinant human GPI-GST (glutathione S-transferase) (hGPI) in emulsified complete Freund's adjuvant (CFA) (Difco Laboratories Inc., now part of Becton Dickinson and Company, Franklin Lakes, NJ, USA). Control mice were immunized with 100 μg of GST in CFA. Arthritic animals were assessed visually, and changes in each paw were scored on a scale of 0 to 3. A score of 0 indicates no evidence of inflammation, 1 indicates subtle inflammation or localized edema, 2 indicates swelling that is easily identified but localized to the dorsal or ventral surface of paws, and 3 indicates swelling on all aspects of paws, and the maximum possible score was 12 per mouse. The experimental protocol was approved by the Ethics Review Committee for Animal Experimentation of the University of Tsukuba (Japan).

### GeneChip analysis of splenocytes from glucose-6-phosphate isomerase-induced arthritis

The spleens of three GPI-GST (molecular weight [MW] = 89 kDa) (300 μg)-immunized DBA/1 mice were harvested on day 10. As a control, the spleens of three GST (MW = 26 kDa) (100 μg)-immunized DBA/1 mice were used. Total RNA was extracted from the splenocytes using ISOGEN (Nippon Gene Co., Ltd., Toyama, Japan), and then 15 μg of RNA was used for cDNA synthesis by reverse transcription followed by synthesis of biotinylated cRNA through *in vitro *transcription. After cRNA fragmentation, hybridization with mouse 430A2.0 GeneChip (Affymetrix, Santa Clara, CA, USA) with probes for 43,000 mouse gene ESTs (expressed sequence tags) was performed in accordance with the protocol provided by the manufacturer. Analysis was performed by gene expression software.

### Analysis of TIARP and tumor necrosis factor-alpha gene expression

Spleens and lymph nodes were isolated, cut into small pieces, and passed through cell strainers (BD Biosciences, Erembodegem, Belgium) to obtain single-cell suspensions. The remaining cells were washed twice with phosphate-buffered saline (PBS). Synovial tissues from the ankle joints were isolated and minced by scissors. Total RNA was extracted with ISOGEN in accordance with the instructions provided by the manufacturer. cDNA was obtained by reverse transcription with a commercially available kit (Fermentas, Glen Burnie, MD, USA). Primers sequenced were as follows: TIARP sense 5'-AGCCCACGTGGTCAAAGCAT-3' and antisense 5'-CCTTGGTCCAGTGGGGTGA-3' and glyceraldehydes-3-phosphate dehydrogenase (GAPDH) sense 5'-CGTCCCGTAGACAAAATGGT-3' and antisense 5'-GAATTTGCCGTGAGTGGAGT-3'.

All polymerase chain reactions (PCRs) were performed in a Takara PCR Thermal Cycler (Takara Bio Inc., Shiga, Japan). After denaturation at 95°C for 5 minutes, cycles were set at 10 seconds at 94°C, 10 seconds at 60°C, and 30 seconds at 72°C. Cycling was followed by 10 minutes of elongation at 72°C. PCR products were subjected to electrophoresis in 1% agarose gels in Tris-borate-EDTA (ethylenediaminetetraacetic acid) electrophoresis buffer, stained with ethidium bromide, and detected by ultraviolet transillumination. cDNA samples were normalized for the housekeeping gene *GAPDH*.

For real-time PCR, we used a TaqMan Assay-on-Demand gene expression product (Applied Biosystems, Foster City, CA, USA). The expression levels of TIARP, TNFα, and GAPDH (assay ID Mm00475402_m1, Mm00443258_m1, and Mm99999915_g1, respectively; Applied Biosystems) were normalized relative to the expression of GAPDH. Analysis was performed with an ABI Prism 7500 apparatus (Applied Biosystems) under the following conditions: inactivation of possible contaminating amplicons with AmpErase UNG for 2 minutes at 50°C, initial denaturation for 10 minutes at 95°C, followed by 45 thermal cycles of 15 seconds at 95°C and 60 seconds at 60°C. The serum TNFα level was measured by an enzyme-linked immunosorbent assay (ELISA) kit (eBioscience, Inc., San Diego, CA, USA). After conditioning, the detection limit of TNFα concentration was 2 μg/mL.

### Preparation of anti-TIARP and anti-STEAP4 antibodies

One rabbit was immunized subcutaneously by TIARP peptide_5–19 _(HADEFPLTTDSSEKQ, amino-terminal peptide coupled to keyhole limpet hemocyanin) or human ortholog STEAP4 peptide_3–15 _(KTCIDALPLTMNS) [8] with CFA four times, on days 0, 14, 28, and 42. The rabbit was sacrificed on day 52, and serum was collected. Serum was first purified by protein A column and then affinity-purified by TIARP-peptide_5–19 _or STEAP4 peptide_3–15 _column. The purified fraction was confirmed by TIARP peptide_5–19 _or STEAP4 peptide_3–15 _ELISA.

### Western blotting

The cells were washed with PBS and incubated with lysis buffer (pH 7.4, 50 mM Tris-HCl, 5 mM MgCl_2_, 2 mM phenylmethylsulfonyl fluoride [PMSF], and 0.5% NP-40). Where indicated, protein concentrations were quantified using the bicinchoninic acid reagent (Pierce, Rockford, IL, USA). Samples (10 μg of total protein) were separated by SDS-PAGE (4/20% acrylamide; Daiichi Pure Chemicals Co., Ltd., Tokyo, Japan) and transferred to polyvinylidene fluoride membranes (Bio-Rad Laboratories, Inc., Hercules, CA, USA). All subsequent wash buffers contained 0.05% Tween-20 in PBS. Four percent Block Ace (Dainippon Pharmaceutical, Osaka, Japan) was used to block the membranes and to dilute antibodies. Rabbit polyclonal anti-TIARP antibodies and rabbit anti-actin antibodies (Sigma-Aldrich, Munich, Germany) were used at 1:3,000 dilution. Horseradish peroxidase (HRP)-conjugated anti-rabbit secondary antibodies (1:6,000 dilution; Bio-Rad Laboratories, Inc.) were used to visualize bound anti-TIARP antibodies or anti-actin antibodies with the ECL [enhanced chemiluminescence] Western blot detection kit (Amersham, now part of GE Healthcare, Little Chalfont, Buckinghamshire, UK).

### Treatment with anti-tumor necrosis factor-alpha monoclonalantibody

We used commercially available anti-TNFα mAb (eBioscience, Inc.). For a control antibody, we used similar amounts of rat IgG1 isotype control (R&D Systems, Inc., Minneapolis, MN, USA). Just after the onset of arthritis (on day 8), a single dose of 100 μg of anti-TNFα mAb or control antibody was injected. Spleen was harvested at the indicated time points and analyzed for TIARP expression. Three independent experiments were performed.

### Identification of TIARP-positive cells in splenocytes of mice with glucose-6-phosphate isomerase-induced arthritis

The spleens were harvested on day 12 after GPI immunization and single-splenocyte cell suspensions were prepared as described above. CD4^+^, CD19^+^, CD11b^+^, and CD11c^+ ^cells from splenocytes were isolated by magnetic beads using the MACS™ [magnetic-activated cell sorting] system (Miltenyi Biotec, Bergisch Gladbach, Germany). The cells contained more than 97% CD4^+^, CD19^+^, CD11b^+^, and CD11c^+ ^cells as confirmed by fluorescence-activated cell sorting analysis. The cells were dispensed at 1 × 10^6 ^cells to analyze the expression of TIARP mRNA.

### Immunohistochemical staining for TIARP/STEAP4

At the indicated time points, the ankles of the mice were removed, fixed, decalcified, and paraffin-embedded. Sections (5-μm thick) were stained with hematoxylin and eosin and were evaluated for histological changes. For immunohistochemical study, endogenous peroxidase activity was inhibited using 3% hydrogen peroxidase in methanol. Sections were blocked by 5% bovine serum albumin in PBS for 10 minutes and then incubated with rabbit anti-TIARP antibody (1:100 dilution) or normal rabbit Ig (1:100 dilution; Dako, Tokyo, Japan). Isotype-matched HRP-conjugated anti-rabbit IgG antibody (Bio-Rad Laboratories, Inc.) was added for 30 minutes. HRP activity was detected using 3,3-diaminobendine (DAB) (Nichirei Corporation, Tokyo, Japan) as a substrate. The stained sections were counterstained with Mayer's hematoxylin for 10 seconds and mounted with aqueous mounting medium.

For human STEAP4 staining, synovial tissues were obtained after informed consent was given by RA patients at the time of joint replacement. All RA patients satisfied the classification criteria of the American College of Rheumatology (1987) [9]. The synovium was embedded in optimal cutting temperature compound and frozen in dry ice isopentane, and 5-μm-thick sections were mounted at -25°C. Anti-human STEAP4 polyclonal antibody conjugated with fluorescein isothiocyanate (FITC protein labeling kit; Pierce) and purified anti-human CD68 (BD Pharmingen, San Diego, CA, USA) conjugated with rhodamine (1:100 dilution, Rhodamine protein labeling kit; Pierce) were used. Nuclei were counterstained with 4'-6'-diamidine-2-phenylindole dihydrochloride (DAPI) (Molecular Probes, Inc., now part of Invitrogen Corporation, Carlsbad, CA, USA). The stained sections were examined under a fluorescent microscope (model FW4000; Leica Microsystems, Tokyo, Japan).

### Patients and analysis of human peripheral blood mononuclear cells and synovium for STEAP proteins

Peripheral blood mononuclear cells (PBMCs) from three female patients with RA and three healthy control subjects were obtained. All RA patients satisfied the classification criteria of the American College of Rheumatology (1987) [9]. Synovial tissues from 36 RA and 19 osteoarthritis (OA) patients were obtained at the time of total knee replacement. Written informed consent was obtained from all subjects, and the study was approved by the ethics review committee. Total RNA was extracted with ISOGEN in accordance with the protocol provided by the manufacturer. cDNA was obtained by reverse transcription with a commercially available kit. The following primers were used: STEAP2 sense 5'-CCTACAGCCTCTGCTTACCG-3' and antisense 5'-GAGGGCAAAACAAGAGCAAG-3', STEAP3 sense 5'-GCCAGAAGAGATGGACAAGC-3' and antisense 5'-GGTGCTCTTGCTCTGTAGGG-3', STEAP4 sense 5'-GCTCTCCAGTCAGGAGCACT-3' and antisense 5'-CACACAGCACAGCAGACAAA-3', and GAPDH sense 5'-GAAGGTGAAGGTCGGAGTC-3' and antisense 5'-GAAGATGGTGATGGGATTTC-3'. For real-time PCR, we used a TaqMan Assay-on-Demand gene expression product (Applied Biosystems). The expression level of STEAP4 was normalized relative to the expression of GAPDH. Methods were described above.

### Statistical analysis

All data were expressed as mean ± standard error of the mean. Differences between groups were examined for statistical significance using the Mann-Whitney *U *test. A *P *value of less than 0.05 denoted the presence of a statistically significant difference.

## Results

### Induction of glucose-6-phosphate isomerase-induced arthritis

DBA/1 mice were immunized using the human recombinant GPI as reported previously [3,4]. All mice developed arthritis after immunization with 300 μg of GPI. Arthritis was documented at day 8, and severe arthritis was recorded at day 14, with ankle swelling reaching a maximum at day 14 but subsiding gradually on follow-up.

### Overexpression of tumor necrosis factor-induced adipose-related protein in splenocytes of arthritic mice

To explore TNF-related genes in GPI-induced arthritis, we performed GeneChip analysis using arthritic splenocytes and control-immunized splenocytes. 

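Splenocyte RNA of each group was read on 1 Affymetrix mouse 430A 2.0 GeneChip at day 10. One group had been immunized with 300 μg of GPI-GST, in which GPI is fused to the carrier glutathione S-transferase, and the control group with 100 μg of GST. The paper harvested 3 spleens per group, and whether their RNA was pooled before hybridization is given neither in its text nor in the sample labels. With 1 array per group there are no replicates, so no test was possible and no p-value is given, and each ratio describes these 2 arrays. A GeneChip reads each transcript with a probe set, a group of short oligonucleotide probes whose brightness is summarized as 1 signal. The authors deposited 1 such signal (intensity on a linear scale) per probe set and array, for 22626 probe sets besides 64 control probe sets. The methods state that the analysis was performed by gene expression software, and the summarization, the scaling between arrays and the detection calls are not given in the sources used here. The median signal was 48.65 on the control array and 51.8 on the GPI-immunized array, and the rank correlation of the 2 arrays across probe sets was 0.966. Bacterial control probe sets, which have no target in mouse RNA unless their transcripts are added to it, gave signals from 0.3 to 14.1 on the control array and from 0.2 to 6.3 on the GPI-immunized array. The labels describe labelled cDNA made with a whole-transcript kit, whereas the paper describes biotinylated cRNA made by in vitro transcription. For each gene, the ratio of the GPI-immunized to the control signal was taken without further scaling, from the probe set with the highest mean log2 signal, over the 20380 probe sets that the platform annotation pairs with exactly 1 gene symbol (12393 genes). Genes were counted as higher or lower at a 2-fold ratio where at least 1 of the 2 signals reached 50.2, the 50th percentile of all signals, which left 6961 genes. As a technical yardstick, the spread of log2 ratios among probe sets of the same gene had an SD of 0.28 for a single probe set (2538 pairs), a factor of 1.21. This spread lies within the 2 hybridizations and holds no difference between mice. A gene list is described by the percentile of its median log2 ratio among 10000 random lists of the same size and similar signal, again as a description of these arrays.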

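TIARP is encoded by Steap4 (Entrez Gene 117167), a member of the STEAP family of metalloreductases. Its signal was 138.8 on the GPI-immunized array and 4.9 on the control array, a ratio of 28.3. This was the highest ratio among the 30 genes of Figure 1 that could be measured. The control signal lay within the range of the bacterial control probe sets, so the denominator is poorly determined. With signals raised to at least the highest of these, 14.1, a bound chosen after the data were examined, TIARP mRNA was at least 9.84-fold higher in GPI-immunized splenocytes. Of the 21 Figure 1 genes with a signal of at least 50.2 on either array, 3 were at least 2-fold higher and 0 were at least 2-fold lower. Besides TIARP these were Tnfsf14 (LIGHT, a TNF family cytokine), with a ratio of 2.15 from signals of 26.4 and 56.7 (1.13 with signals raised to the 50th percentile and 4.00 averaged over its probe sets), and Tnfrsf1a (TNF receptor 1), with a ratio of 2.06 from signals of 127.9 and 263.5. Dividing each array by its median moved Tnfrsf1a to 1.93, below the threshold, and moved the death-domain adaptor Fadd from 0.531 to 0.499. Tnfrsf21 (death receptor 6) had a ratio of 1.64, Tnfsf13b (BAFF, a B cell survival factor) 1.53, Litaf 1.41 and Tnfrsf1b (TNF receptor 2) 1.28. Tnf itself had signals of 36.8 on the control array and 32.8 on the GPI-immunized array, a ratio of 0.891, both under the 50th percentile. The second highest ratio belonged to Tnfsf9 (4-1BB ligand) at 3.17, from signals of 7.2 and 22.8 that also stayed under that level. With the bacterial bound Tnfsf9 was at least 1.62-fold higher. This is under the ratios of Tnfsf14, Tnfrsf1a and Tnfrsf21, so its second place is not settled. Tnfsf10 (TRAIL) had signals of 13.0 and 3.3, both under the highest bacterial control signal, so no ratio is given for it. The 6 other genes of the figure, Tnfsf12, Tnfsf13, Ripk1, Ripk2, Nfkb1 and Traf3, had no probe set named with a single symbol in the annotation used here.

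**Figure D1:**
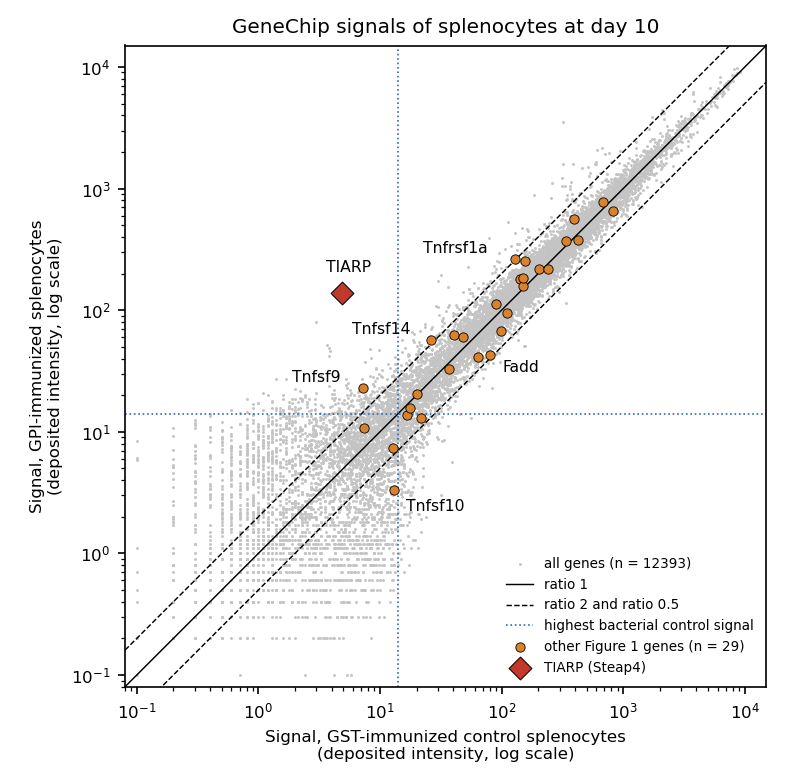
Signal on the GPI-immunized array (vertical axis) against the control array (horizontal axis), deposited intensities on log scales, 1 point per gene with 1 array per group and signals of 0 drawn at 0.1. TIARP, at 4.9 and 138.8, stands far above the ratio of 2 (upper dashed line) and to the left of the highest bacterial control signal of 14.1 (dotted lines), while the other 29 measured Figure 1 genes lie closer to the ratio of 1.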

Among the arrayed TNFα-related genes, TIARP mRNA was highly expressed in arthritic splenocytes, with levels exceeding more than 20 times those of the control splenocytes (Figure 1). This finding suggests that TIARP protein is an important molecule in TNFα-dependent arthritis. 

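Some genes that TNFα can induce were higher on the GPI-immunized array, while the genes of TNF signalling itself lay on both sides of a ratio of 1. Of 24 genes induced by TNFα in other settings, 16 had sufficient signal, of which 5 were at least 2-fold higher, 0 at least 2-fold lower and 11 between (median log2 ratio 0.17, percentile 91.2). The neutrophil-attracting chemokine Cxcl2 had a ratio of 4.30, the gelatinase Mmp9 3.26, the early response gene Ier3 2.84 and the cytokine Il1b 2.71, and the fifth was Lcn2. Mmp9 and Lcn2 are neutrophil genes as well. The ratios of the 11 others ran from 0.653 (Birc3, an inhibitor of apoptosis) to 1.76 (Ptgs2, cyclooxygenase-2). Of 26 measured TNF signalling adaptors and NF-κB genes, 0 were 2-fold higher or lower, with a median log2 ratio of -0.12 (percentile 0.48). Division by the median left 2 of them, Tank and Fadd, at least 2-fold lower. The lowest were the adaptors Tank (0.524) and Fadd, followed by Traf6 (0.639), whose probe sets ranged up to 1.94, and the NF-κB subunit Rel (0.645). Among TNF receptors, 11 had sufficient signal and 1 was 2-fold higher. Their median log2 ratio was 0.30 (percentile 97.6). After division by the median, Tnfrsf9 joined the list at the signal limit and the median was -0.065, against 0.21 over the 11 genes alone. Fas (1.77) and the lymphotoxin β receptor Ltbr (1.72) were the highest after Tnfrsf1a. Only 4 of 14 measured TNF ligands had sufficient signal (median log2 ratio 0.33, percentile 87.4), with lymphotoxin α (Lta) at 0.567 and lymphotoxin β (Ltb) at 1.03. IL-6, which like TNFα regulates TIARP in the work the paper cites, signals through STAT3. Of 13 IL-6 and STAT3 response genes with sufficient signal, 5 were at least 2-fold higher and 0 were 2-fold lower (median log2 ratio 0.56, percentile 100), of which Cebpb (2.08) fell under 2 with the 3 other scalings. The others are the transcription factor Cebpd (3.35), the acute phase proteins Hp (3.21) and Lcn2 (2.14) and the feedback inhibitor Socs3 (2.51). Markers of cell types differed in the same comparison. All 19 measured neutrophil genes had ratios above 1, and 10 of them were at least 2-fold higher (median log2 ratio 1.06, percentile 100). With sufficient signal, 13 of 15 T cell markers (median -0.48, percentile 0) and all 13 B cell markers (median -0.43, percentile 0) had ratios below 1. Of these, 0 T cell markers (1, Cd3e, under the 3 other scalings) and 1 B cell marker were at least 2-fold lower. Whether the higher ratios of the IL-6 and STAT3 list come from IL-6 or from a change in cell types cannot be told from these arrays. Lcn2 is in the neutrophil list too, and Il6 itself had signals of only 7.2 and 9.4. From the ratio of TIARP among the TNF-related genes, the paper proposes that TIARP protein is an important molecule in TNFα-dependent arthritis.

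**Figure D2:**
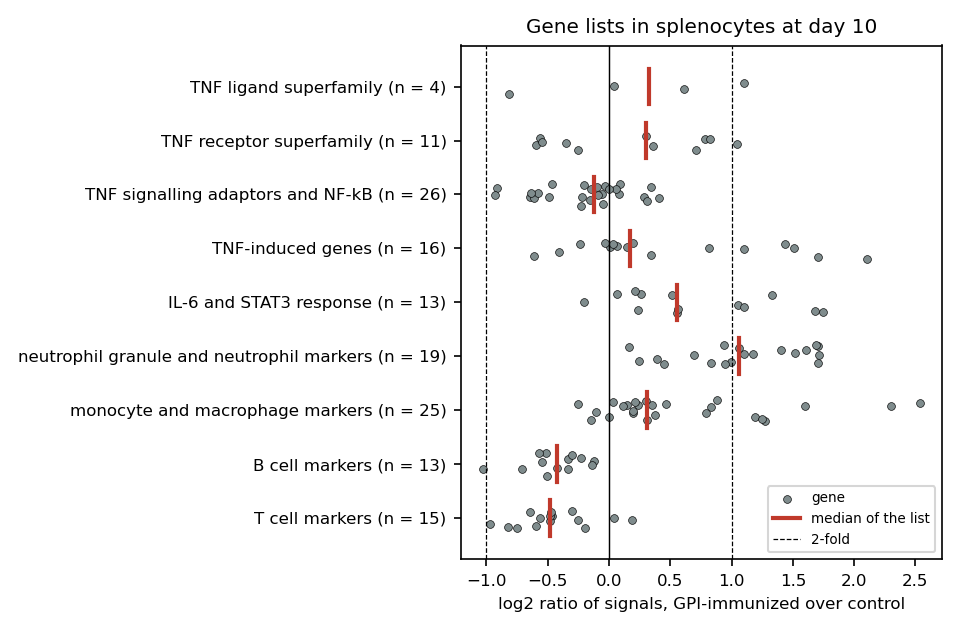
Log2 ratio of the GPI-immunized to the control signal (horizontal axis) for the genes of 9 lists with sufficient signal, 1 point per gene from 1 array per group, with the median of each list as a vertical bar and the 2-fold ratios as dashed lines. The neutrophil genes lie to the right of 0 with a median of 1.06, the B and T cell markers mostly to the left, and the TNF lists around 0.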

The data discussed in this publication have been deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (Bethesda, MD, USA) and are accessible through GEO Series accession number [GEO:GSE17272] [10].

**Figure 1:**
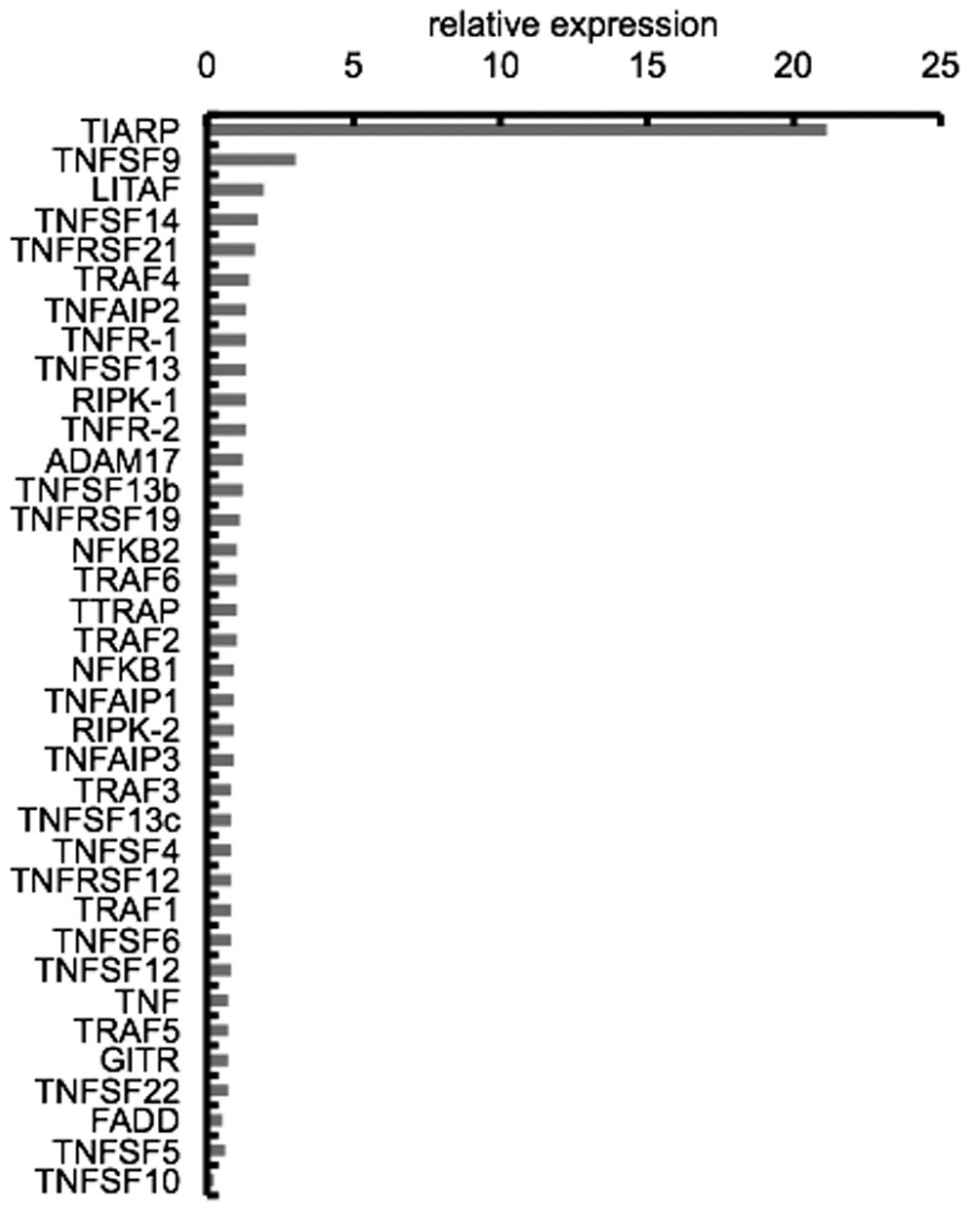
Upregulation of tumor necrosis factor-alpha (TNFα)-related genes in splenocytes of mice with glucose-6-phosphate isomerase (GPI)-induced arthritis. The mRNA expression levels of TNF-related genes in splenocytes of mice with GPI-induced arthritic (at day 10) relative to control splenocytes are shown. TNFα-induced adipose-related protein (TIARP) was specifically and strongly induced in splenocytes. GeneChip analysis was performed by gene expression software. ADAM17, a disintegrin and metallopeptidase domain 17; FADD, Fas (tumor necrosis factor receptor superfamily 6)-associated via death domain; GITR, glucocorticoid-induced tumor necrosis factor-related protein-D mRNA; LITAF, lipopolysaccharide-induced tumor necrosis factor-alpha factor; NFKB1, nuclear factor kappa B subunit p105; NFKB2, nuclear factor kappa B subunit p100; RIPK, receptor (tumor necrosis factor receptor superfamily)-interacting serine-threonine kinase 1 and 2; TNFAIP, tumor necrosis factor alpha-induced protein; TNFR, tumor necrosis factor receptor; TNFRSF, tumor necrosis factor receptor superfamily; TNFRSF12, WSL-1-like protein; TNFRSF22, tumor necrosis factor receptor family member SOBa mRNA; TNFSF, tumor necrosis factor (ligand) superfamily; TRAF, tumor necrosis factor receptor-associated factor; TTRAP, tumor necrosis factor receptor-associated factor and tumor necrosis factor receptor-associated protein.

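Over all genes on the arrays, 155 of the 6961 with sufficient signal were at least 2-fold higher in GPI-immunized splenocytes and 31 were at least 2-fold lower, so that 83.3% of these genes were higher. After each array was divided by its median the counts were 111 and 47 (70.3% higher). None of these 6961 genes had a higher ratio than TIARP, although its average over probe sets (19.4) was under the 26.8 of the next gene. The transcription factor gene Mef2b followed, with signals of 3.0 and 80.5 and a ratio of 26.8, and then the matrix protein gene Spon1, with signals of 3.7 and 51.5 and a ratio of 13.9. Their control signals too lay at the level of the bacterial control probe sets, which leaves them at least 5.71-fold and 3.65-fold higher. The other probe set of Spon1 had signals of 12.4 and 15.2, a ratio of 1.23. Slpi, a secreted inhibitor of neutrophil proteases, was well measured on both arrays, with signals of 320.3 and 3501.4 and a ratio of 10.9. This is above the bound of 9.84 for TIARP. Other genes among the 15 highest included the interleukin-1 family cytokine Il1f9 (6.08), the C-type lectin receptor Clec4e (5.81), the immunoglobulin κ gene segment Igkv4-72 (4.98), the lipopolysaccharide co-receptor Cd14 (4.93), Lrg1 (4.77), the heat shock proteins Hspa1a (4.75) and Hspa1b (4.07), Cxcl2, Ifitm1 (4.25) and Slfn4 (3.91). The 15 lowest ratios ran from 0.231 (Ppp1r3f) to 0.474 (Gm6607) and included the T cell kinase Txk (0.436), the cold-inducible RNA-binding protein Cirbp (0.473) and the ribosomal protein gene Rps27 (0.338). Ppp1r3f had a GPI-immunized signal of 12.9, under the highest bacterial control signal, which leaves its ratio at no more than 0.253. Among the 500 probe sets closest to that of TIARP in mean signal, the highest ratio was 4.95, and the central 95% ran from 0.473 to 2.57.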

### Tumor necrosis factor-alpha and TIARP expression in glucose-6-phosphate isomerase-induced arthritis

To determine the correlation between TNFα and TIARP in GPI-induced arthritis, the time course of TIARP expression was analyzed. Serum TNFα levels were elevated at day 7 (onset of arthritis, *P *< 0.05), were at the same elevated levels at day 14 (peak of arthritis), and then subsided to the basal level at day 28 (Figure 2a). In contrast, the TNFα mRNA expression level in arthritic joints tended to increase at day 7, though insignificantly, in mice with GPI-induced arthritis. The expression level decreased later to basal levels (Figure 2b).

**Figure 2:**
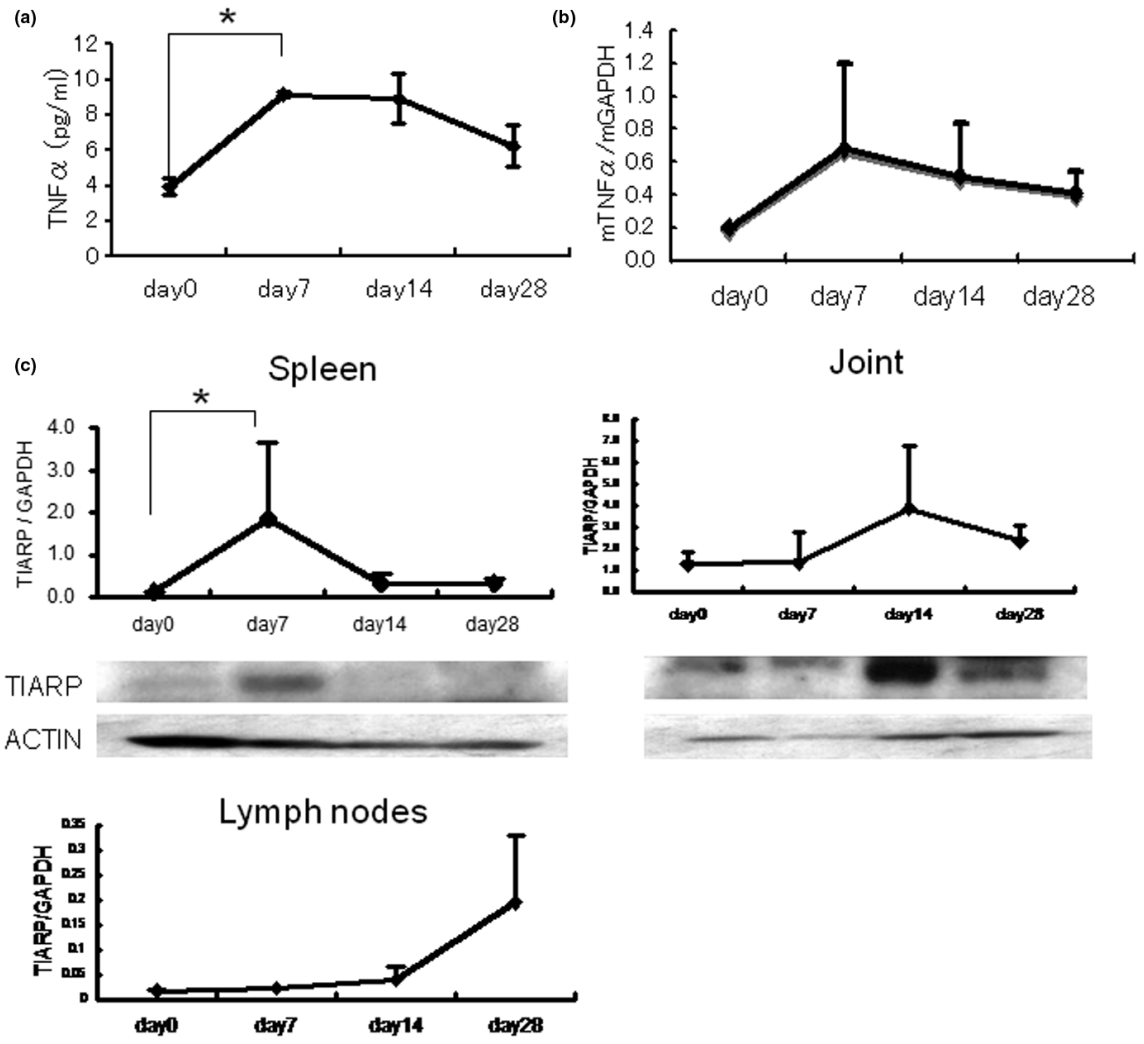
Serial changes in expression levels of tumor necrosis factor-alpha (TNFα) and TIARP in glucose-6-phosphate isomerase (GPI)-induced arthritis. Serial changes in TNFα concentrations in **(a) **serum and **(b) **arthritic joints and **(c) **TIARP mRNA and protein expression in spleens (left and middle panels) and arthritic joints (right panel) by real-time polymerase chain reaction (PCR) and Western blotting in mice with GPI-induced arthritis. As shown in the bottom panel of **(c)**, TIARP mRNA in lymph nodes was also analyzed. Arthritis appeared on days 7 and 8, peaked in severity on day 14, and then gradually subsided. High expression levels of TIARP mRNA and proteins were detected in splenocytes on day 7 (the onset of arthritis). In joints, the expression of TIARP mRNA and protein was correlated with joint swelling (days 14 and 28). Data are mean ± standard error of the mean of five mice per group. *P < 0.05 (Mann-Whitney *U *test). GAPDH, glyceraldehydes-3-phosphate dehydrogenase; mTNFα, murine tumor necrosis factor-alpha; TIARP, tumor necrosis factor alpha-induced adipose-related protein.

Both real-time PCR and Western blotting showed upregulation of TIARP mRNA and protein expression at day 7 in splenocytes of mice with GPI-induced arthritis (Figure 2c, left panel). In the joints of the same mice, upregulation of TIARP mRNA and protein was noted at days 14 and 28, and the expression correlated with joint swelling (Figure 2c, right panel). Moreover, in lymph nodes, TIARP mRNA was upregulated at day 28. But the expression of TIARP mRNA in lymph nodes was very weak compared with the other tissues (Figure 2c, bottom panel). We also confirmed that the mRNA expression of TIARP in joints was upregulated at day 28, but not at day 14, in mice with collagen-induced arthritis and that expression correlated with joint swelling (data not shown). These findings suggest that the systemic upregulation of TNFα and TIARP is involved in the early phase of the disease and that TIARP expression in arthritic joints seems to correlate with joint swelling.

### Treatment with anti-tumor necrosis factor-alpha monoclonal antibody suppresses TIARP expression

To test the therapeutic efficacy of anti-TNFα mAb, we injected anti-TNFα mAb after clinical onset of arthritis at day 8. A single injection of 100 μg of anti-TNFα mAb at day 8 ameliorated the disease, as indicated by a rapid fall in the semiquantitative score of arthritis (Figure 3a) [3]. To explore the relevance of the therapeutic effect of anti-TNFα mAb on TIARP expression, we evaluated TIARP expression after injection of anti-TNFα mAb in mice with GPI-induced arthritis. Treatment of mice with anti-TNFα mAb resulted in downregulation of TIARP expression in spleen relative to control Ig injection, although no treatment-related change in TIARP expression was noted at day 14 (*P *= 0.03) (Figure 3b, top panel). However, in joints, expression of TIARP mRNA was almost comparable between the treatment with anti-TNFα mAb and control Ig. These results suggest that TNF antagonism induces TIARP downregulation and results in the amelioration of arthritis.

**Figure 3:**
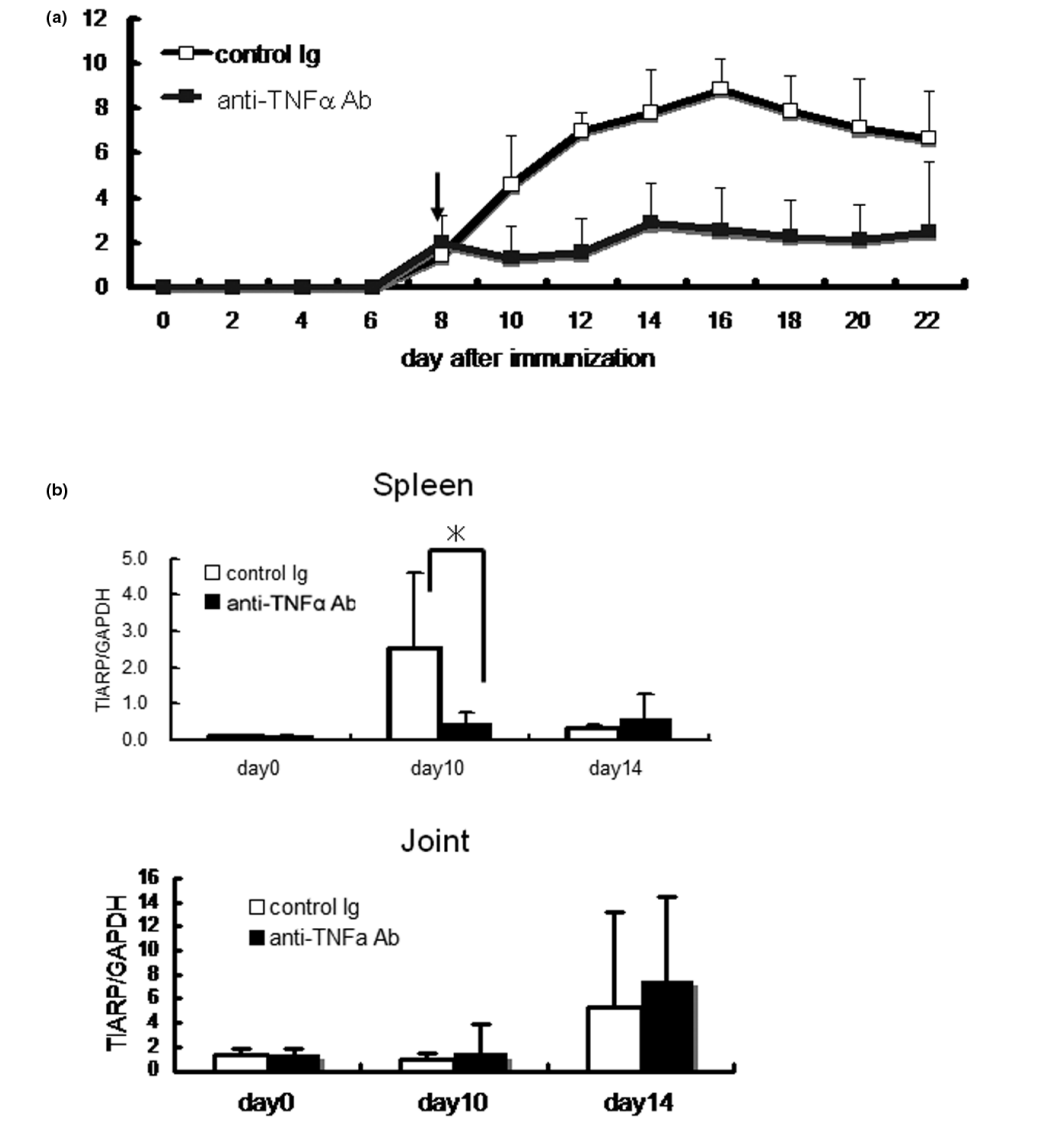
Suppression of TIARP mRNA by treatment with anti-tumor necrosis factor-alpha monoclonal antibody (anti-TNFα mAb). **(a) **The development of arthritis was blocked by administration of anti-TNFα mAb in mice immunized with glucose-6-phosphate isomerase. Data represent arthritis scores. **(b) **In spleen, administration of anti-TNFα mAb suppressed the rise in TIARP mRNA (on day 10) (solid bars), but not control Ig (open bars). However, in joints, expression of TIARP mRNA was almost comparable after the administration of anti-TNFα mAb or control Ig. Data are mean ± standard error of the mean of five mice per group. *P < 0.05 (Mann-Whitney *U *test). GAPDH, glyceraldehydes-3-phosphate dehydrogenase; TIARP, tumor necrosis factor alpha-induced adipose-related protein.

### CD11b^+ ^cells are the main source of TIARP mRNA in splenocytes of arthritic mice

In the next set of experiments, splenocytes of arthritic mice were separated into CD4^+^, CD19^+^, CD11b^+^, and CD11c^+ ^cells by MACS. In naïve mice, CD19^+^, CD11b^+^, and CD11c^+ ^cells expressed TIARP, and induction of arthritis was associated with upregulation of TIARP mRNA in CD11b^+ ^cells, as demonstrated by quantitative PCR (*P *< 0.05 at day 7) (Figure 4a). These findings suggest the induction of TIARP in CD11b^+ ^cells in splenocytes of arthritic mice, especially during the early phase of the disease.

**Figure 4:**
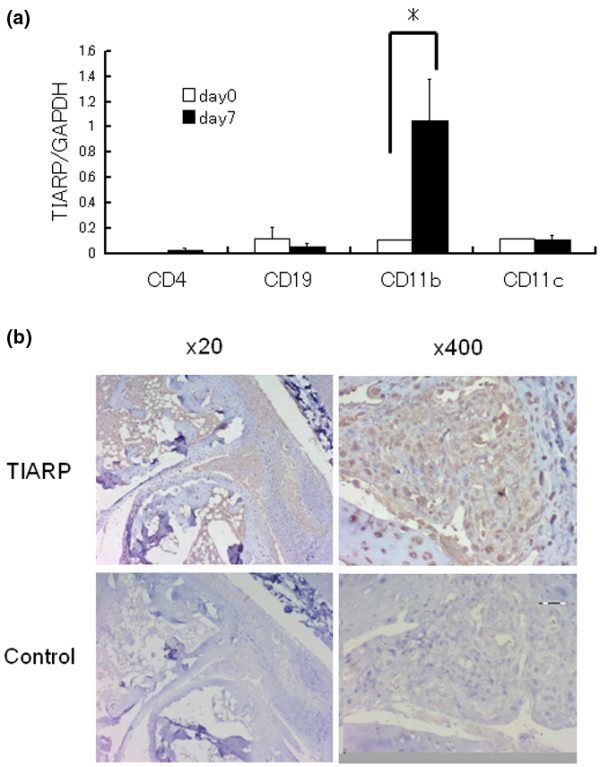
Identification of TIARP-expressing cells in splenocytes and joints of arthritic mice. **(a) **Splenocytes were isolated from naïve (day 0) mice and mice with glucose-6-phosphate isomerase (GPI)-induced arthritis and then were separated into four groups (CD4^+^, CD19^+^, CD11b^+^, and CD11c^+^) by magnetic-activated cell sorting. The expression of TIARP mRNA was analyzed by quantitative real-time polymerase chain reaction at days 0 and 7. TIARP mRNA was expressed mainly on CD11b^+ ^cells in arthritic mice. Data are mean ± standard error of the mean of five mice per group. *P < 0.05 (Mann-Whitney *U *test). **(b) **Joints were obtained from mice with GPI-induced arthritis on day 14 and stained with anti-TIARP antibodies (top panels) and control antibodies (bottom panels). Inflamed synovial tissue of arthritic mice was stained with anti-TIARP antibodies. GAPDH, glyceraldehydes-3-phosphate dehydrogenase; TIARP, tumor necrosis factor alpha-induced adipose-related protein.

### Localization of TIARP protein in proliferative synovium

Next, immunohistochemical analysis was conducted to determine the distribution of TIARP in the arthritic joints. For this purpose, we generated polyclonal anti-TIARP antibodies using rats, as described previously [5]. TIARP protein was clearly identified in the proliferative synovium of arthritic joints of mice (at day 14) (Figure 4b, top panels), whereas almost no signal was detected in naïve mice (Figure 4b, bottom panels). While these findings indicate TIARP protein expression in the synovium, the results do not link such expression with an ameliorative or damaging effect on the synovium.

### Overexpression of STEAP4 in joints of rheumatoid arthritis patients and its localization in CD68^+ ^cells

To determine the role of STEAP4 (the human ortholog of mouse TIARP)in human RA, we analyzed PBMCs from RA patients and healthy subjects and synovia from RA patients. For comparison, we also screened other STEAP family members such as STEAP2 and STEAP3 using the same method. For PBMCs, STEAP4 mRNA was detected in only one RA patient (1/3). Importantly, STEAP4 mRNA was highly expressed in all four RA synovia whereas only faint bands were noted for other STEAP families (Figure 5a). Next, using several numbers of synovial tissues from patients with RA and OA, we investigated the expression of STEAP4 mRNA in synovium of patients with RA and OA. Relative expression of STEAP4 was almost comparable between RA and OA, although expression variation tended to be enhanced in RA synovium (Figure 5b). Moreover, immunohistochemical analysis of synovia of RA patients showed co-localization of STEAP4 protein with CD68, a marker for human macrophages (Figure 5c). These findings suggest that STEAP4 is specifically expressed in joints and is localized with CD68^+ ^cells.

**Figure 5:**
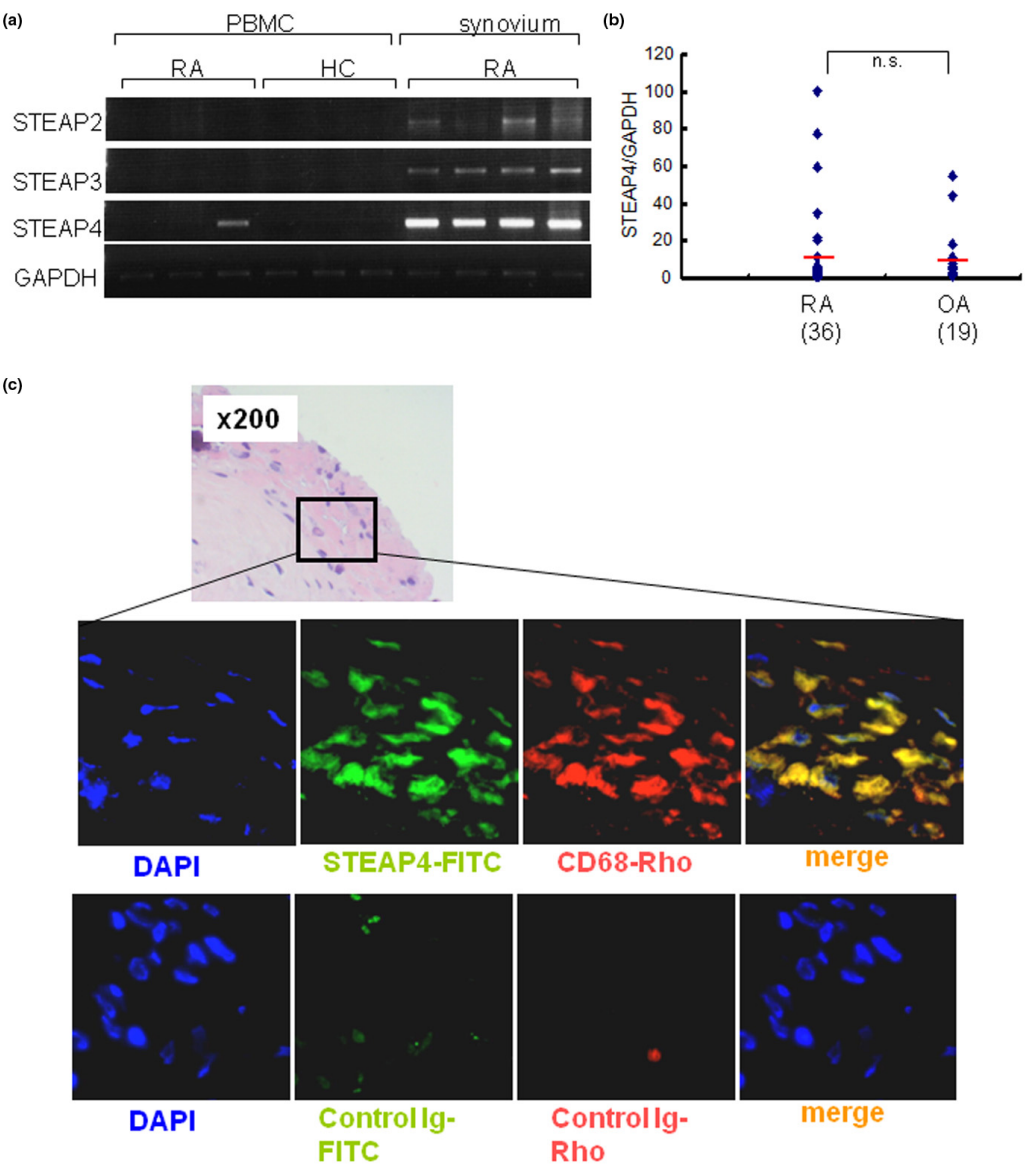
Analysis of STEAP mRNA expression by reverse transcription-polymerase chain reaction (RT-PCR) in peripheral blood mononuclear cells (PBMCs) and synovia of rheumatoid arthritis (RA) patients and healthy subjects (HC) and immunohistochemistry for STEAP4 in RA synovium. **(a) **The expression of STEAP4 mRNA and other family members (STEAP2 and STEAP3 mRNAs) was analyzed in PBMCs (RA and HC) and RA synovium using RT-PCR. In PBMCs, STEAP4 mRNA was detected in a patient with RA (1/3). Surprisingly, STEAP4 mRNA was highly expressed in all four RA synovia whereas only faint staining was noted for other members of the STEAP family. **(b) **The expression of STEAP4 mRNA in synovium with RA and osteoarthritis (OA) patients. STEAP4 mRNA expression was not statistically different between the RA and OA groups. **(c) **Co-localization of STEAP4 and CD68 in RA synovium. Images of immunohistochemistry using 4'-6-diamidino-2-phenylindole (DAPI), fluorescein isothiocyanate (FITC)-anti-STEAP4, and rhodamine-anti-CD68 and a merged image are shown in the middle panels, and images with conjugated control Ig are shown in the bottom panels. Consecutive hematoxylin-and-eosin staining is shown in the top panel. GAPDH, glyceraldehydes-3-phosphate dehydrogenase; n.s., not significant; STEAP, six-transmembrane epithelial antigen of the prostate.

## Discussion

Although the therapeutic effect of TNF antagonists is confirmed in RA [1], only a few animal models of arthritis have been used to confirm the beneficial effects of TNF antagonists. For example, a recent study reported the therapeutic effect of anti-TNF mAb in DNaseII, type I interferon receptor (IFN-IR) double-knockout mice [11], although this was not a genetically unaltered mouse. Furthermore, Schubert and colleagues reported the protective effect of TNF antagonist in GPI-induced arthritis [2] and arthritis was clearly B cell-dependent [12]. We recently demonstrated the therapeutic effect of TNF antagonist in GPI-induced mice. Thus, it is important to explore TNF-regulated genes in the latter model to understand the mechanisms of action of TNFα antagonists in RA patients. 

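The array carries a pair of probe sets for TIARP (Steap4), and both were higher on the array of GPI-immunized spleen. The dimmer one had signals of 3.7 on the control array and 49.1 on the GPI-immunized array, a ratio of 13.3, which is at least 3.48 against the highest bacterial control signal. The mean log2 ratio of the pair corresponds to a ratio of 19.4. Of its relatives, Steap3, a ferrireductase of erythroid cells, had signals of 52.9 and 65.0, a ratio of 1.23, with its other probe sets reaching 1.99. Steap1 had signals of 6.3 and 1.9, both at the level of the bacterial controls, so no ratio is given for it. Steap2 had no probe set named with a single symbol.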

When the GeneChip analysis was used, the present results showed upregulation of TIARP mRNA in the spleen of arthritic mice. TIARP was first identified as TNFα-induced cell surface protein in adipose tissues and is also known to be localized in the liver, kidney, heart, and skeletal muscle [5]. This protein was detected in the course of adipocyte differentiation and conversion and is also induced by IL-6 [6]. In this study, we confirmed its induction in CD11b^+ ^splenocytes in arthritis and we confirmed that it is upregulated in the arthritic synovium of murine GPI-induced arthritis. These findings suggest the involvement of TIARP in the process of proliferation or differentiation state induced by inflammation. In fact, previous studies indicated that TIARP is induced by TNFα and IL-6 in adipocytes [5,6]. TNFα and IL-6 are pleiotropic cytokines known to play crucial roles in human RA, and significant therapeutic effects of their antagonists have been confirmed in recent years [1,13]. In GPI-induced arthritis, both TNFα and IL-6 antagonists have protective effects [3,4], and these cytokines play important roles in the induction of arthritis in collaboration with autoantibodies (anti-GPI antibodies) [14]. However, there is no clear scenario of balance between IL-6 and TNFα in arthritis. In TIARP knockdown animals, exposure to TNFα induced a greater amount of IL-6, suggesting a crucial role of TIARP in the balance between TNFα and IL-6 [15]. It is possible that TIARP expression plays a downregulatory role in the inflammatory cascade.

At this stage, there is no information on whether TIARP act in an antagonistic or agonistic manner with arthritis. However, one report on STAMP2 (a homolog of TIARP protein) [15] confirmed (a) upregulation of inflammatory cytokines such as TNFα and IL-6 in STAMP2-deficient mice, (b) upregulation of macrophage-specific antigens such as CD68 and CD11b, (c) infiltration of CD68^+ ^cells in adipose tissues, and (d) STAMP2-induced suppression of IL-6 expression upon stimulation by TNFα. These findings suggest that STAMP2 (TIARP) suppresses inflammatory cytokines such as TNFα and IL-6 and also blocks the activation of macrophages/monocytes.

Is this scenario applicable to patients with RA? In humans, the STEAP protein family was identified in prostate tumors [16,17] and is also known to be involved in cell apoptosis [18]. Among this family of genes, STEAP4 is highly expressed in the bone marrow, followed by placenta and fetal liver [19]. The STEAP4 expression was induced by TNFα in human adipose tissue [20] and also by TNFα in human synovial cells (our preliminary result). However, there is no report regarding the expression of this molecule in articular joints. The present study identified the expression of human ortholog STEAP4 in the synovium, especially in CD68^+ ^macrophages of patients with RA. In addition, our preliminary data using human synovial cell lines provide evidence that TNFα stimulation enhances the expression of STEAP4 protein and that a stably expressed form of STEAP4 is partially co-localized with endosomes (Tanaka and colleagues, manuscript in preparation). Further large-scale studies are required to assess the expression of STEAP4 in the joints and PBMCs of RA patients before and after treatment with TNF antagonists.

## Conclusions

The results of the present study highlighted the important role of TIARP/STEAP4, a relatively new TNF-induced protein, in autoimmune arthritis in both mice and humans.

## Abbreviations

CFA: complete Freund's adjuvant; ELISA: enzyme-linked immunosorbent assay; GAPDH: glyceraldehydes-3-phosphate dehydrogenase; GEO: Gene Expression Omnibus; GPI: glucose-6-phosphate isomerase; GST: glutathione S-transferase; HRP: horseradish peroxidase; IL-6: interleukin-6; mAb: monoclonal antibody; MACS: magnetic-activated cell sorting; MW: molecular weight; OA: osteoarthritis; PBMC: peripheral blood mononuclear cell; PBS: phosphate-buffered saline; PCR: polymerase chain reaction; RA: rheumatoid arthritis; STEAP: six-transmembrane epithelial antigen of the prostate; TIARP: tumor necrosis factor alpha-induced adipose-related protein; TNF: tumor necrosis factor; TNFR: tumor necrosis factor receptor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AI helped to write the manuscript, conceive of the study, perform all experiments, and coordinate statistical study. IM wrote the manuscript and conceived of the study. YT helped to perform all experiments and coordinate statistical study. KI participated in the clinical assessment. AK and NO collected the synovial samples. DG and SI participated in discussion. TS participated in the full design and coordination of the study. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

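The data are 2 Affymetrix mouse 430A 2.0 arrays of splenocytes from male DBA/1 mice at day 10, 1 from mice immunized with GPI-GST and 1 from control mice immunized with GST. The authors made the deposited values, intensities on a linear scale with 1 signal per probe set, with software that the paper calls gene expression software. How the probes were summarized, whether the arrays were scaled to each other, and which probe sets were called detected is not given in the sources used here. The medians of the 2 columns (48.65 and 51.8) differ, so the columns do not share a median. Both columns were used, and each was assigned to its group from the sample labels. The labels and the paper describe the labelling of the RNA differently.

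Probe sets were named through the platform annotation. Of the 22626 probe sets other than control probe sets, 20380 have exactly 1 gene symbol, 691 have several and were not named, and 1555 are unnamed in it. The symbols of 20351 were matched by gene ID in the RefSeq table of assembly GRCm38.p6 and were the same there, and 29 had no match. No coordinates are printed, since the sources name no genome build. A gene was represented by the probe set with the highest mean log2 signal. The ratio of the signals (GPI-immunized over control) was formed without further scaling, and the 3 signals of 0 were set to 0.1, the step of the table, on the log scale. A gene counted as higher at a ratio of at least 2 and as lower at a ratio of at most 0.5, where the higher of its 2 signals reached the 50th percentile of all signals of both arrays (50.2).

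With 1 array per group there is no test, and the precision is limited by the number of arrays. The spread between probe sets of one gene (SD of 0.28 on the log2 scale, 2538 pairs) was used to say whether a ratio moved between settings. It holds no variation between mice or hybridizations. Signals of the 15 bacterial control probe sets (at most 14.1) served to judge the background. The genes named in the text follow a rule set before the data were examined, which takes every gene of Figure 1, the STEAP family, interleukin-6 and its receptors, the cell markers, antigen and normalizer that the paper names, the 15 genes with the highest and the 15 with the lowest ratio that pass the filter (leaving out a gene whose probe sets above the filter differ in sign), and up to 4 members of each gene list, those furthest from a ratio of 1. Genes named beyond this rule were chosen after their values were seen. Not every gene that the rule takes is printed. The 31 gene lists of pathways and cell types were set at the same time. A list was described by its median log2 ratio over members that pass the filter and by the percentile of that median among 10000 random lists of the same size drawn from 20 bins of mean log2 signal.

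The steps were tested on simulated data for 12393 genes, 1 array against 1, with noise of the size seen between probe sets of one gene at every signal. The 2-fold rule recovered 94% of 50 genes changed 2.5-fold and 100% of 50 genes changed 4-fold, and counted 0 genes as higher where none had been changed. Real noise is larger at low signals than in this simulation, which also held no variation between mice or hybridizations. The count of 0 is therefore no estimate of how many genes pass the 2-fold rule by chance on the real arrays. The alternatives were dividing each array by its median, quantile normalization, loess centring on the mean log2 signal, raising low signals to the 25th or the 50th percentile before the ratio, averaging all probe sets of a gene, leaving out probe sets shared by several transcripts, other filters and a 3-fold threshold. Raising signals to the highest bacterial control signal was added after the data were examined. The real-time PCR, Western blot, cell separation, antibody treatment and human experiments of the paper are not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.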

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

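The tests of explanations given here were all chosen after the ratios had been seen. The paper reports only TNF-related genes from these arrays, and genes outside Figure 1 with sufficient signal were at least 4-fold higher on the GPI-immunized array than on the control array. They include Mef2b (26.8), Spon1 (13.9), Slpi (10.9), Il1f9 (6.08), Clec4e (5.81), Igkv4-72 (4.98), Cd14 (4.93), Lrg1 (4.77), Hspa1a (4.75), Cxcl2 (4.30), Ifitm1 (4.25) and Hspa1b (4.07). Mef2b and Spon1 are only bounded by the bacterial controls, at 5.71 and 3.65, and the ratio of Spon1 moved to 1.17 under quantile normalization, which represents it by its other probe set.

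The ratio of TIARP was the highest among genes with sufficient signal, except when probe sets were averaged, where Mef2b (26.8) lay above TIARP (19.4). A control signal at background level does not by itself give a ratio above 2, since TIARP stayed at least 9.84-fold higher with the background bound and 2.76-fold higher with all signals raised to the 50th percentile. Whether its first place among all genes comes from the poorly determined control signal cannot be told apart from a true first place, because 2 genes, TIARP and Slpi (10.9), reach its ratio with the bound and 33 with the 50th percentile floor, and the bound is only a lower limit. Whether a larger share of neutrophils in the spleen accounts for the ratio of TIARP is not settled by these values. The highest log2 ratio over all probe sets of the 19 neutrophil genes, that of the dimmer Mmp9 probe set, was 2.43 (SD of the list 0.52). This is under the 3.30 of the brighter TIARP probe set at its bound. The dimmer TIARP probe set is bounded only at a ratio of 3.48, which the dimmer Mmp9 probe set exceeds (signals of 103.1 and 556.3). The neutrophil ratios were also higher for genes with a lower control signal (rank correlation -0.82), so the list sets no ceiling for TIARP. Open too are higher expression per cell after GPI immunization and an increase of a small myeloid subset that the list does not represent. With 1 array of whole splenocytes per group, these may not be separable.

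Of 19 neutrophil genes 10 were at least 2-fold higher, while most T and B cell markers had ratios below 1, with 0 of 15 and 1 of 13 at least 2-fold lower. A difference in brightness that depends on the signal would move genes of similar signal alike, yet the neutrophil median lay at percentile 100 and the T and B cell medians at percentile 0 among random lists matched on signal. A lower share of lymphocytes alone would raise every other cell type alike, yet the erythroid markers had a median log2 ratio of -0.094 (SD 0.38) against 1.06 for the neutrophil genes. Whether there were more neutrophils or more transcript per neutrophil cannot be told apart, because the neutrophil ratios spread with an SD of 0.52, above the 0.28 between probe sets, and were lower for genes with a higher control signal (rank correlation -0.82), as they would near the upper limit of the signal (S100a8 and S100a9 had control signals of 8141.5 and 8697.7 and ratios of 1.18 and 1.12).

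The heat shock genes Hspa1a and Hspa1b were at least 2-fold higher, and with Dnajb1 (1.96) and Hspa8 (1.68), which were not, they had a median ratio of 2.82. Handling stress that raises immediate early and heat shock genes together does not account for it, as the 16 immediate early genes had a median log2 ratio of 0.036 (SD 0.51) and 1 of them, Ier3, was at least 2-fold higher. A difference in RNA quality could part the 3′/5′ ratios of the arrays. Their quotient was 0.951 for β-actin (1.49 on the control array and 1.42 on the GPI-immunized array), whose signals are bright. It was 0.887 for Gapdh, and both lay within 1.5 times. The labels and the paper describe the labelling differently, and whether these ratios follow RNA quality under the whole-transcript kit was not tested. A difference in RNA quality is therefore not excluded. The immediate early genes cannot show a handling difference that moves heat shock genes alone, so such a difference stays open. A response of the heat shock genes to GPI immunization stays open too, and neither was tested.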

How the results depend on the processing

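TIARP ranked first among the measured Figure 1 genes under every scaling, floor and choice of probe sets, and its ratio stayed above 2. The 3 other scalings kept it between 26.6 and 27.5. It was 17.8 with signals raised to the 25th percentile, 2.76 with the 50th percentile, 19.4 averaged over its probe sets and 9.84 with the bacterial control bound added after the data were examined. The number of genes with a ratio at least as large, TIARP included, moved from 1 to 33 with the 50th percentile floor, 2 averaged over probe sets, 2 with the bacterial control bound, 14 without a filter and 0 with the filter at the 75th percentile, which TIARP does not pass. The count of Figure 1 genes at least 2-fold higher moved from 3 to 2 under each other scaling and with the 50th percentile floor, and to 1 at 3-fold, and the count of lower ones from 0 to 1 under division by the median, quantile normalization and loess centring alike. Over all genes, the counts of higher and lower genes (155 and 31) were 1266 and 1105 without a filter, 70 and 5 with the filter at the 75th percentile, and 35 and 3 at 3-fold. The lower genes numbered 47 under division by the median and under quantile normalization, 11 with the 50th percentile floor and 72 averaged over probe sets. Averaging gave 209 higher genes, loess centring 115 higher and 43 lower, and quantile normalization 111 higher. The larger counts without a filter come from low signals. Of the 155 higher genes, 110 remained 2-fold higher under all 3 other scalings, as did 31 of the 31 lower genes. The TNF receptor median turned from 0.30 to -0.065 under division by the median and -0.065 under quantile normalization, where Tnfrsf9 passed the filter and joined the list, while over the 11 main members it was 0.21 under both, and loess centring gave 0.22. Under the 3 other scalings the 2-fold higher counts moved from 10 to 9 for neutrophil genes, from 5 to 4 for the IL-6 and STAT3 list and from 1 to 0 for TNF receptors. The median of the STEAP and iron list moved from 0.21 to 0.55 when probe sets were averaged, and the cause was not tested. The medians of the other lists moved by less than the spread between probe sets under every scaling, floor and probe set choice run. Division by the median lowers every log2 ratio by 0.0905. It could therefore not pass that spread of 0.28 for a gene or for a list with unchanged members. Under it the median shrank from 0.17 to 0.082 for TNF-induced genes and from 0.10 to 0.013 for proliferation genes. That of ribosomal proteins turned from 0.052 to -0.039. The helper T cell median moved from -0.35 to -0.52, where Icos left the list. Of 157 other named genes, the scalings moved 1 (Spon1), the 50th percentile floor 30 and averaging 22 by more than the spread between probe sets. Signals under 14.1 lie no higher than the bacterial controls reach, which limits every ratio with such a denominator. No leave-one-out was possible with 1 array per group. No paired analysis was possible because each group has 1 array and the arrays share no replicate number.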

Differences from the paper's values

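Of the 30 Figure 1 genes measured here, 25 lay within 1.5 times the value in the figure, TIARP among them (28.3 here against more than 20 in the paper's text). Both signals were under the highest bacterial control signal of 14.1, so that the ratio is poorly determined, for 1 of these 25 genes (Tnfsf10) and for 2 of the 5 that differ (Tnfrsf19 and Cd40lg). The paper states no thresholds or processing for the figure, and all values given from Figure 1 were read by eye. Most of them lie near 1, so the count within 1.5 times says little by itself about how closely the genes agree. The rank correlation of the ratios here with the paper's values was 0.67. For TNFR-1 (Tnfrsf1a) the paper's value is about 1.3 in Figure 1 and the ratio here was 2.06. Division by the median (1.93) came within 1.5 times of it, whereas the other alternatives set before the data were examined did not. For TNFRSF19 the paper's value is about 1.1 in Figure 1 and the ratio here was 0.578, from signals of 12.8 and 7.4. Of the alternatives set before the data were examined, only raising signals to the 50th percentile came within 1.5 times (1.00), where both signals are set to the same level, and the bacterial control bound, chosen after seeing the values, sets them to the same level too. For TRAF6 the paper's value is about 1.0 in Figure 1 and the ratio here was 0.639. Averaging the probe sets (1.02) and the 50th percentile floor (0.787) came within 1.5 times, and the other alternatives did not.

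For GITR (Tnfrsf18) the paper's value is about 0.7 in Figure 1 and the ratio here was 1.23, and for TNFSF5 (Cd40lg) it is about 0.6 in Figure 1 and the ratio here was 1.46, from signals of 7.4 and 10.8. None of the alternatives set before the data were examined came within 1.5 times of either. In direction, ADAM17 is drawn above the control level in Figure 1 (about 1.2 in Figure 1) and its brightest probe set was below it here (0.890), while its other probe sets had ratios of 1.53 and 1.45 and the average over probe sets, 1.26, lies above it as in the paper. TNFAIP3 is drawn below the control level (about 0.9 in Figure 1) and had a ratio of 1.27, and TNFRSF12 (Tnfrsf25), about 0.8 in Figure 1, had a ratio of 1.01, which was 0.953 to 0.971 under the 3 other scalings, below the control level as in the paper. The introduction states that TIARP was the highest, and it was the highest of the measured Figure 1 genes here as well.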

Other observations

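Beyond the TNF-related genes, several myeloid transcripts were at least 2-fold higher in GPI-immunized spleen, and most lymphoid markers had ratios between 0.5 and 1. Neutrophil genes with the largest ratios were the proteases Mmp8 (3.28) and Mmp9 (signals of 103.1 and 556.3 for its dimmer probe set), the chemokine receptor Cxcr2 (3.26) and Ifitm6 (3.22). Of 25 monocyte and macrophage markers with sufficient signal, 6 were at least 2-fold higher and 0 lower (median log2 ratio 0.31, percentile 99.97). Clec4e, Cd14 and the related lectin Clec4d (3.03) led, and Itgam, which encodes the CD11b used in the paper to isolate TIARP-expressing cells, had a ratio of 2.41. Among its other members Adgre1 (0.901), C1qa (1.23) and Cd68 (1.18) lay near 1 and Hmox1 was at 1.73. Resident macrophages were not tested as a list of their own. Whether the 6 higher members, Itgam among them, come from monocytes or from neutrophils cannot be told from arrays of whole splenocytes. Of 6 mast cell, basophil and eosinophil markers with sufficient signal, 2 were 2-fold higher (median 0.63, percentile 99.9). These were the histamine-forming enzyme Hdc at 2.72 and eosinophil peroxidase Epx at 2.01, the latter under 2 after division by the median. Of 10 measured megakaryocyte and platelet markers, the 6 with sufficient signal all had ratios above 1 (median 0.48, percentile 97.9). The highest was Gp5 at 1.80, which left the list under the 3 other scalings. Vwf, without sufficient signal (41.5 and 27.7), had a ratio of 0.667. Among T cell markers, Cd3e (0.509), Il7r (0.565) and Cd4 (0.594) were the lowest, and among B cell markers the low-affinity IgE receptor Fcer2a (0.491) and Cd72 (0.612). Natural killer markers (median -0.23, percentile 2.8, Klrd1 at 0.565), dendritic cell markers (median -0.26, percentile 1.7, Cd209a at 0.606 and Itgax at 0.822), MHC class II genes (7 of 7 below 1, median -0.27, percentile 0.57, H2-Eb1 at 0.593) and helper T cell genes (median -0.35 over 4 genes, percentile 3.65, Tbx21 at 0.671) had medians below 0, with 0 members at least 2-fold lower.

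Plasma cell and germinal centre genes lay higher than lists of similar signal (median 0.48, percentile 99.8), with 1 of 7 at least 2-fold higher and 0 under the 3 other scalings. The highest were the secretory pathway genes Edem1 (2.01, but under 2 after division by the median, 1.21 for its other probe set and 1.56 averaged) and Xbp1 (1.89, with 1.16 for its dimmest probe set). The lowest were Irf4 (0.881) and Jchain (1.01). Of 9 immunoglobulin κ variable genes with sufficient signal, a family chosen after its values were seen, 6 were at least 2-fold higher and 0 lower. The joining chain gene Jchain (1.01) and Ighm (1.02) were close to 1 at control signals of 5850.2 and 8711.0. The highest signal on the control array was 9642.3. The heavy chain gene Ighg3 had signals of 1015.0 and 1566.3, a ratio of 1.54. Of 12 glycolysis genes, 0 were at least 2-fold higher and 11 had ratios above 1 (median 0.46, percentile 100), with Pkm at 1.81 and Tpi1 at 1.58, and Gapdh, the normalizer of the real-time PCR, had ratios from 1.43 to 1.65 over its 3 control probe sets. Oxidative phosphorylation genes had a median of 0.15 (percentile 97.3), proliferation genes 0.10 (percentile 82.3) and ribosomal proteins 0.052 (percentile 67.0), the last turning to just under 0 after division by the median. Interferon-induced genes had a median of -0.017 (percentile 21), turning to just above 0 when probe sets were averaged, with 1 of 18 2-fold lower, the antiviral GTPase Mx1 (0.492), and inflammatory cytokines had 0.28 over 4 genes (percentile 91.4), with Il1b the highest and Il12a at 0.577. Chemokines and receptors had a median of 0.15 (percentile 79.3) with 3 of 15 at least 2-fold higher, Ccr1 (2.14) among them. The erythroid markers, at percentile 1.4, included Epb42 (0.641, with 0.984 for its other probe set) and Add2 (1.93, with 0.938 and 1.42 for its other probe sets). The Figure 1 genes as a list had a median of 0.20 (percentile 91.6), the STEAP and iron list 0.21 (percentile 92.9, Hmox1 at 1.73) and the immediate early and heat shock list 0.21 (percentile 98.6).

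Il6 itself had signals of 7.2 and 9.4, both under 14.1, and of its receptor chains Il6ra had a ratio of 0.619 at low signal and Il6st had signals of 60.6 and 72.6. Stromal, adipocyte and pancreas markers each had 1 member with sufficient signal, Pecam1 (0.758, percentile 5.9), Lpl (0.726, percentile 6.3) and Cela1 (1.35, percentile 90.7). The Y-linked genes Kdm5d (0.633), Eif2s3y (0.676) and Uty (0.751, but 1.38 for its other probe set) were present on both arrays (median -0.56, percentile 0.26) and Xist had signals of 11.0 and 10.6. Gpi1 and Steap2 had no probe set named with a single symbol.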
